A study of Mus musculus with 146 samples.

How the data were processed

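Single cells of the mouse hypothalamus, sorted as oxytocin neurons, were measured by SMART-Seq2, a full-length single-cell RNA sequencing method that amplifies polyadenylated RNA without molecular identifiers. Per the labels' protocols, the mice were male and carried a Flp recombinase at the end of the oxytocin gene and a Flp-dependent GFP reporter. The paraventricular nucleus was dissected and dissociated with papain, and GFP-positive cells were sorted one per well. FluoroGold, a tracer that does not cross the blood-brain barrier, had been injected into the tail vein, so that neurons with endings outside the barrier take it up. Cells were sorted through a FluoroGold-negative (FG-negative) or a FluoroGold-positive (FG-positive) gate. The labels give an age of postnatal day 23, while the authors' deposited cell annotation gives day 25.

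The authors deposited a table of 28950 genes in 146 cells, an annotation of the cells and an annotation of the genes. The unit of the expression table is not stated. In all 146 cells the values summed, within 0.01, to the number the authors' annotation calls total mRNAs, so the deposited signal is read here as estimated transcripts per cell. These totals ran from 10768 to 39200 and rose with the number of genes above 0 across cells, which are not replicates (Pearson r = 0.9996). Totals were whole multiples of 4 in all 146 cells. Of the values, 75.0% were 0, and only 4.38% of the others were whole numbers (within 1e-6), so no count model was used and cells could not be thinned to one depth. The aligner, the genome build and the gene annotation are not stated in the labels as given here. Positions printed here are those of GENCODE release M21 on build GRCm38. Of the gene identifiers, 28636 were found there, and 28619 of these overlapped the position in the authors' annotation. The authors' own positions were not printed because 10240 genes shared theirs with another gene.

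The labels assign 21 cells to the parvocellular and 125 to the magnocellular subtype, and the authors' annotation gives the same subtype and gate in all 146 cells. The subtype equals the authors' cluster number in every cell (21 cells in cluster 1, 125 in cluster 2), so it is taken here to rest on expression. The authors marked 1000 genes for ordering or clustering, and a test of such genes between the subtypes is not independent of the labels. The gate was set at the sorter. The series text gives 215 magnocellular cells, which differs from the 125 labelled here. For plate 1 the labels' protocols give 32 FG-negative and 47 FG-positive cells sorted, of which 17 and 31 are among the cells here. Cells were used as labelled, and no doublet caller was run on these singly sorted cells.

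Cells are not replicates, so the plate was the replicate. Plates 1 and 2 held cells of 1 mouse each, per the labels' protocols. The text on plate 3 is incomplete as given here, and the authors' annotation names a range of mice numbered up to 5 for it. The labels' protocols give 7 mice in all, so plate 3 was probably a pool of 5. The spread over plates is therefore not a spread between single animals. Values were averaged over the cells of one plate and group, and limma (version 3.58.1, R 4.3.3) was fitted to log2(mean + 1) with trend and robust options off. Genes needed a mean above 1 in at least 3 of the libraries fitted. The threshold was a Benjamini-Hochberg adjusted p of 0.05 with no minimum fold. Differences are on the log2(value + 1) scale, which understates the change of low genes. The tests planned for counts were replaced by those planned for normalized values. The subtype and sort gate contrasts used 6 pooled libraries, and the other 2 contrasts shared a fit of 9. Gene lists were tested with limma's camera (inter-gene correlation 0.01) with fry beside it, and set against 10000 random lists matched on mean expression. Single values were compared by exact permutation tests of plate means, which cannot give a two-sided p under 0.1 with 3 plates against 3. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

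The groups on one plate share animals, so the plate number pairs the libraries. Deviations from the group means correlated within plates, with r from 0.18 to 0.30 over the 3 plates in the subtype contrast, from 0.14 to 0.23 in the same-gate contrast, from 0.08 to 0.34 for FluoroGold within magnocellular cells, and from 0.17 to 0.40 in the sort gate contrast. The plate was left out of the fits reported first and added as a block in an alternative. Plates 1 and 2 were sorted on one date and plate 3 on another, so the sort date cannot be told apart from plate 3.

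The fits were tested on simulated data, in which cells were drawn with replacement from the FG-positive cells of each plate and 200 genes were changed. Differences in depth between the real groups were therefore not modelled. For 4-fold changes the fit recovered 51.1% of 186 changed genes in the subtype design (4060 genes tested), 49.5% of 194 in the same-gate design (4468 genes), 52.1% of 194 for FluoroGold within magnocellular cells (4468 genes) and 87.2% of 172 in the sort gate design (4016 genes). No unchanged gene was called in these 4 runs. With the plate as a block the recovered shares were 84.9%, 78.9%, 78.4% and 99.4%, with 1, 7, 3 and 9 unchanged genes called.

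Genes are named by a rule fixed before the data were examined. It holds a fixed list of neuropeptide, transmitter, calcium-binding, channel and sex genes. To these it adds, per contrast, the 5 genes with the largest difference in each direction among those past the threshold whose plate values do not overlap and that change the same way on every plate. Not every gene this rule selects is reported here. Any other gene named was chosen after its values were seen. Also fixed then were 7 lists of 5 marker genes, for oxytocin neurons, neurons, astrocytes, oligodendrocytes, microglia, endothelial and ependymal cells, and no gene was in more than 1 of them. Alternatives fixed at the same time covered the plate block, each plate left out, the gene filter, the limma options, quantile normalization, the pseudocount, the averaging over cells, weights by cell number, libraries of fewer than 5 cells, poor cells and the removal of Oxt and Avp. Poor cells were the 6 with fewer than 3707 genes above 0, which is 50% of the median.

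Depth was taken from the fragments assigned per cell in the authors' annotation. It averaged 1125182 with a standard error of 57218 over 146 cells and ran from 132548 to 3767910, where the series text gives a mean of 1424499 reads. Values were not corrected here for depth beyond what the authors did. Wilson intervals, and the highest share that 0 cells allow (3 cells of the total), cover counting error only. A value of 0 may be a failed estimate.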

Results

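The data set comprised 146 single cells from the paraventricular nucleus of male mice, sorted as GFP-positive oxytocin neurons. By the authors' labels, 21 were parvocellular FG-negative, 34 magnocellular FG-negative and 91 magnocellular FG-positive. Not every cell had the transcripts of such a neuron: Oxt was at 1 or more in 19, 31 and 91 of them, and fewer than 3 of 5 neuron markers were found in 0, 7 and 1. Magnocellular oxytocin neurons release hormone into the blood, and parvocellular ones project within the brain. The cells came from 3 plates. Plate 1 held 13, 4 and 31 cells of these groups, plate 2 held 6, 11 and 30, and plate 3 held 2, 19 and 30. The median cell had 947839.5 assigned fragments and 7413.5 genes above 0.

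The groups differed in depth. The mean over plates was 1135580.4 ± 87848 assigned fragments per cell (SD, n = 3 plates) in parvocellular cells, 651585 ± 375649 in magnocellular FG-negative cells and 1233581 ± 147013 in FG-positive cells. Magnocellular FG-negative cells lay below FG-positive cells on all 3 plates (exact two-sided permutation p = 0.1, the smallest possible, adjusted p = 0.3 over 12 tests). They lay below parvocellular cells too, and FG-negative cells of both subtypes together below FG-positive cells, each on all 3 plates and with the same p. The 4 magnocellular FG-negative cells of plate 1 averaged only 223561 fragments. Genes above 0 averaged 7114 ± 2551 (SD, n = 3) in parvocellular, 6009 ± 699 in magnocellular FG-negative and 7549 ± 951 in FG-positive cells. Magnocellular FG-negative cells also lay below FG-positive cells in genes above 0 on all 3 plates. None of the 4 comparisons of genes above 0 passed the permutation test, which does not pair plates (exact p from 0.2 to 1). The parvocellular SD reflects plate 3, whose 2 cells averaged 4169 genes, against 8644 and 8528 on plates 1 and 2.

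Sex genes were examined as a check of the labels. Xist (chromosome X, 103460366 to 103483254) was at 1 or more in 0 of 146 cells, which allows a share of up to 2.05%. Ddx3y (chromosome Y, 1260771 to 1286629) averaged 0.77 ± 0.63 (SD, n = 3) estimated transcripts per cell in parvocellular, 1.14 ± 0.33 in magnocellular FG-negative and 1.09 ± 0.48 in FG-positive cells.

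Oxt, the gene that drives the reporter, lies on chromosome 2 (130576173 to 130577054, plus strand). It averaged 689 ± 303 (SD, n = 3 plates) estimated transcripts per cell in parvocellular cells, 306 ± 187 in magnocellular FG-negative cells and 1337 ± 540 in magnocellular FG-positive cells. Within the magnocellular subtype, FG-negative cells were lower on all 3 plates (exact two-sided permutation p = 0.1, adjusted p = 0.3 over 12 tests, limma adjusted p = 0.518). All FG-negative cells together were lower as well (506 ± 343, log2 difference -1.52, limma adjusted p = 0.674), with an adjusted p of 3.4e-06 once the plate was a block, in a fit that shared the spread almost wholly between genes. Parvocellular cells had less Oxt than magnocellular cells on all 3 plates (1031 against 1745, 584 against 955 and 453 against 640). This difference did not pass the threshold (log2 difference -0.65, SE 0.46, limma adjusted p = 0.998, and 0.497 with the plate as a block), and its sign changed under quantile normalization and in the 9-library fit. Against magnocellular FG-negative cells alone, parvocellular cells had more Oxt on all 3 plates (1031 against 479, 584 against 108 and 453 against 329), and this did not pass the threshold (log2 difference 1.33, SE 0.53, limma adjusted p = 0.328).

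The parvocellular share of FG-negative cells differed between the plates (Freeman-Halton exact two-sided p = 0.000113). It was 76.5% on plate 1 (13 of 17 cells, Wilson 95% interval 52.7 to 90.4%), 35.3% on plate 2 (6 of 17, 17.3 to 58.7%) and 9.52% on plate 3 (2 of 21, 2.65 to 28.9%). In pairs, plates 1 and 3 differed (Fisher exact two-sided p = 3.67e-05, adjusted p = 0.00011). Plates 1 and 2 did not after adjustment (p = 0.0366, adjusted p = 0.055), nor did plates 2 and 3 (p = 0.107, the same after adjustment). This describes these 3 plates only, since cells of a plate are not replicates.

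**Figure D1:**
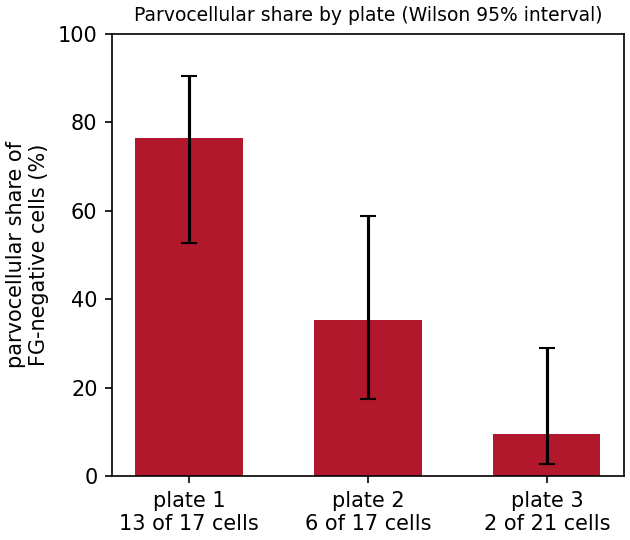
Share of FG-negative cells (y axis, percent) that carry the parvocellular label on each of the 3 plates (x axis). Bars show the share and error bars the Wilson 95% interval, with 76.5% on plate 1, 35.3% on plate 2 and 9.52% on plate 3.

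The first contrast asked which transcripts differ between the parvocellular and magnocellular subtypes. Of 4138 genes tested by limma, 12 passed the threshold, 5 higher in parvocellular cells and 7 lower, while 263 had an unadjusted p under 0.05. Of the 12, 8 were among the genes the authors marked for ordering, against 5.85% of all genes tested. The plate values of the subtypes did not overlap for all 12 called genes and for 14.5% of the genes tested, where chance gives 10%. The count rested on the plates included: it was 0 without plate 1, 0 without plate 2 and 311 without plate 3, of which 239 were higher in parvocellular cells, and 474, of which 407 were higher, when the parvocellular library of plate 3, which held 2 cells, was left out.

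Among genes higher in parvocellular cells, Penk (ENSMUSG00000045573.9, chromosome 4, 4133531 to 4138819) averaged 22.9 ± 8.27 estimated transcripts per cell (SD, n = 3 plates) against 0.045 ± 0.049 in magnocellular cells. The log2 difference was 4.46 (SE 0.31, limma adjusted p = 0.00286). Penk was at 1 or more in 8 of 21 parvocellular and 2 of 125 magnocellular cells. Its plate 3 value came from 1 of 2 cells, at 64.7 in a poor cell and 0 in the other, and with poor cells left out Penk was no longer called (lowest log2 difference over the alternatives 2.18). Reln (chromosome 5, 21884454 to 22344702) averaged 3.94 ± 0.90 against 0.030 ± 0.039, with a log2 difference of 2.25 (SE 0.27, adjusted p = 0.0204), and was at 1 or more in 15 of 21 against 1 of 125 cells. Gap43, Cckar and Elmo1 were higher by 2.64, 2.36 and 1.80 on the log2 scale (SE 0.31, 0.32 and 0.25). With the plate as a block the adjusted p of both Cckar and Elmo1 was 0.0635. With log2 values averaged over cells, only Gap43 of these 5 genes was called. None of them was called without plate 1 or without plate 2.

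Among genes lower in parvocellular cells, Calb1 (chromosome 4, 15881264 to 15908064) averaged 0.092 ± 0.079 (SD, n = 3) against 11.7 ± 3.43, with a log2 difference of -3.50 (SE 0.29, limma adjusted p = 0.00517). It was at 1 or more in 1 of 21 parvocellular and 116 of 125 magnocellular cells, and it was not among the marked genes. Avp (chromosome 2, 130580620 to 130582554, minus strand) averaged 65.9 ± 52.4 against 1667 ± 266, with a log2 difference of -4.91 (SE 0.52, adjusted p = 0.0149). That difference lay in the means: the median cell had 17.1 estimated transcripts of Avp in the parvocellular, 16.02 in the magnocellular FG-negative and 41.9 in the FG-positive group. With log2 values averaged over cells, only Calb1 of the lower genes was called. The log2 difference was -3.89 for Sst, -3.75 for Th and -2.78 for Ppapdc1a. Sst was at 1 or more in 25 of 125 magnocellular cells and was not called against FG-positive magnocellular cells only. Serpinf1 and Fkbp11, which fall outside the naming rule, were the remaining called genes, named after their values were seen. None of these 7 genes was called without plate 1 or without plate 2. Of the fixed list, 14 genes were tested, of which 5 were called over all genes and 9 when adjusted over the list alone. Cck missed the threshold (log2 difference -2.96, SE 0.46, adjusted p = 0.0535).

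**Figure D2:**
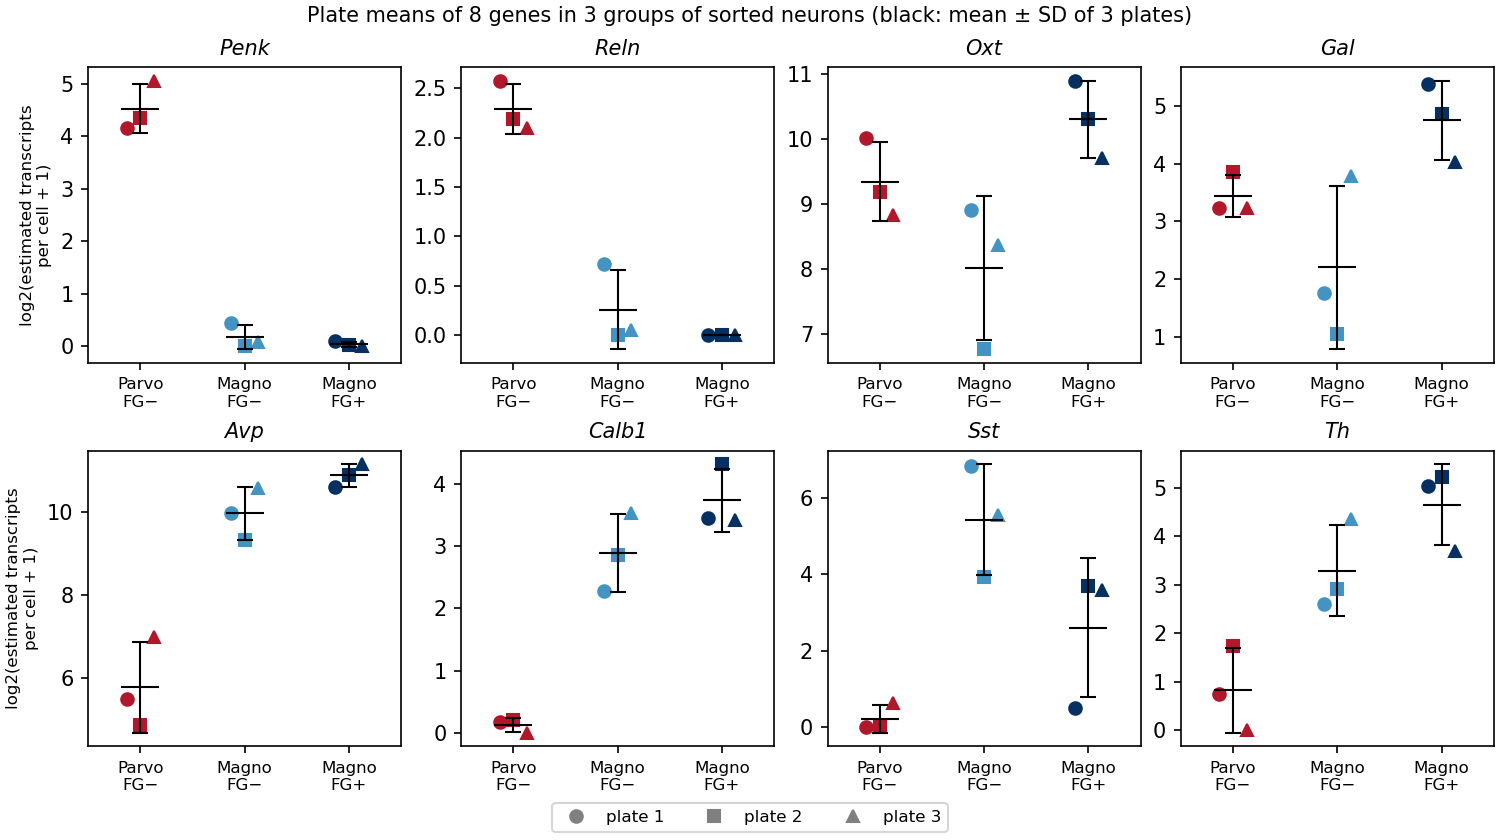
Plate means of 8 genes, as log2(estimated transcripts per cell + 1) on the y axes, in parvocellular FG-negative, magnocellular FG-negative and magnocellular FG-positive cells (x axes). Symbols are the 3 plates, and black bars are the mean and SD over plates; Penk and Reln lay higher and Avp, Calb1 and Sst lower in parvocellular cells than in magnocellular FG-negative cells on every plate.

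The second contrast compared the subtypes within the FG-negative gate, so that both groups had passed the same sort. Of 4592 genes tested, limma called 38, of which 23 were higher in parvocellular cells and 15 lower, with 590 at an unadjusted p under 0.05. With the plate as a block 84 genes were called, 54 of them higher, and Th passed the threshold (log2 difference -2.46, adjusted p = 0.0365, against 0.0745 without the block). The count was 2 without plate 1, 1 without plate 2 and 409 without plate 3. It was 1461, of which 1381 were higher, when both libraries of fewer than 5 cells were left out. It was 590 without the parvocellular library of plate 3 alone and 27 without the magnocellular FG-negative library of plate 1 alone. The median log2 difference of all genes was 0.16. Quantile normalization brought it to -0.01 and called 80 genes, 36 of them higher, so the direction split depended on the scaling. Of the 38 genes, 20 were among the marked genes, against 7.12% of genes tested. Penk (log2 difference 4.35, SE 0.32, adjusted p = 2.73e-05), Cckar (2.85, SE 0.32), Gap43 (2.69) and S100a10 (2.55) were higher in parvocellular cells, and Sst (-5.23, SE 0.81, adjusted p = 0.00936), Avp (-4.18), Calb1 (-2.77), Agt (-2.58) and Sepp1 (-2.33) were lower. Without plate 1 only Penk and Sst of these 9 genes were called, and without plate 2 only Penk. Without a filter only Penk and Cckar of the 9 were called, and 14 of the 38 genes remained among 37 calls. Penk was not called with poor cells left out. Agt and Sepp1 were not called once cells with few neuron markers were left out. Of the 14 fixed genes tested, 4 were called over all genes and 5 when adjusted over the list alone.

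The third contrast compared FG-negative with FG-positive cells within the magnocellular subtype. Limma called 0 of 4592 genes, with 147 at an unadjusted p under 0.05, and 0 with the plate as a block, with 248 at an unadjusted p under 0.05. On data simulated from FG-positive cells only, this design recovered 52.1% of 4-fold changes. The lower depth of the real FG-negative cells (651585 against 1233581 fragments) was not modelled, so this share may be too high. The median log2 difference was -0.23, against -0.08 after quantile normalization. Weights by cell number gave 10 calls, leaving out both libraries of fewer than 5 cells gave 15 but either alone 0, and leaving out plate 3 gave 1. Adjusted over the fixed list alone, 3 of 14 genes passed. The lowest p among the fixed genes was that of Oxt (log2 difference -2.29, SE 0.53, adjusted p = 0.518), and Gal followed (-2.56, SE 0.59, adjusted p = 0.518).

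The fourth contrast compared the gates whatever the subtype, so its groups were not set by the cluster labels. All 21 parvocellular cells were FG-negative, however, so it cannot separate the gate from the subtype. Limma called 1 of 4069 genes, with 117 at an unadjusted p under 0.05. The gene was Penk, at 7.68 ± 5.01 (SD, n = 3 plates) in FG-negative against 0.028 ± 0.036 in FG-positive cells (log2 difference 2.90, SE 0.36, adjusted p = 0.00279). It was at 1 or more in 9 of 55 against 1 of 91 cells. Of these FG-negative cells, 8 were parvocellular and 1 magnocellular, so the Penk call largely restates the subtype difference. Penk was not called with poor cells left out, without a filter, or with log2 values averaged over cells (adjusted p over the alternatives from 1.22e-15 to 1.00). With the plate as a block 58 genes were called, 29 in each direction, with 362 at an unadjusted p under 0.05. These included 7 genes of the fixed list, with adjusted p from 2.01e-07 to 0.0318. Avp (log2 difference -1.79), Oxt (-1.52), Gal (-1.62), Th (-1.90), Calb1 (-1.48) and Foxp1 (-0.85) were lower in FG-negative cells and Sst (1.92) was higher. Th was higher in FG-negative cells on plate 3 (17.6 against 11.9), and Sst was lower on plate 2 (9.20 against 12.0). In this fit limma shared the spread almost wholly between genes (64.8 prior against 2 residual degrees of freedom), and 8 of the 58 genes did not change the same way on every plate. For 20 of the 58 genes the gene's own SD was above 2 times the shared SD. The count without the block was 8 without plate 1, 2 without plate 2 and 9 without plate 3. Of 13 fixed genes tested, 0 were called over all genes and 9 when adjusted over the list alone.

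Among transmitter genes of the fixed list, Slc17a6 was at 1 or more in 18 of 21 parvocellular, 20 of 34 magnocellular FG-negative and 72 of 91 FG-positive cells, and Slc32a1 in 0 cells of each group. Crh was at 1 or more in 6 of 21 parvocellular cells and in 0 of the 125 magnocellular cells, which allows a share of up to 2.40%. Gad1 at 1 or more was found in 1, 3 and 1 cells of the groups. Cnr1 was at 1 or more in 14 of 21, 2 of 34 and 3 of 91 cells, below the level needed for the test.

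The series title names autism, and gene lists written beforehand from general knowledge were tested in the subtype contrast. Of 59 autism-associated genes, 17 were tested. Their median log2 difference was 0.09 and their mean -0.04, so these differed in sign. Camera gave p = 0.961 and fry p = 0.951, and the median stood at percentile 85.2 among matched random lists. Of 43 transcripts cited as bound by the fragile X protein FMRP, 17 were tested, with a median of 0.09 (camera p = 0.706, fry p = 0.873, percentile 84.6). Of 13 immediate early genes, which dissociation can induce, only 3 were tested, with a median of -0.24 (camera p = 0.529, fry p = 0.742, percentile 17.4). The smallest p after adjustment over the 3 lists was 0.961. Of the genes of these lists 0 were called over all genes, and 1 of the autism list and 0 of the others when adjusted over the list alone. In this contrast no list passed the threshold under camera, fry or an estimated correlation.

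**Figure D3:**
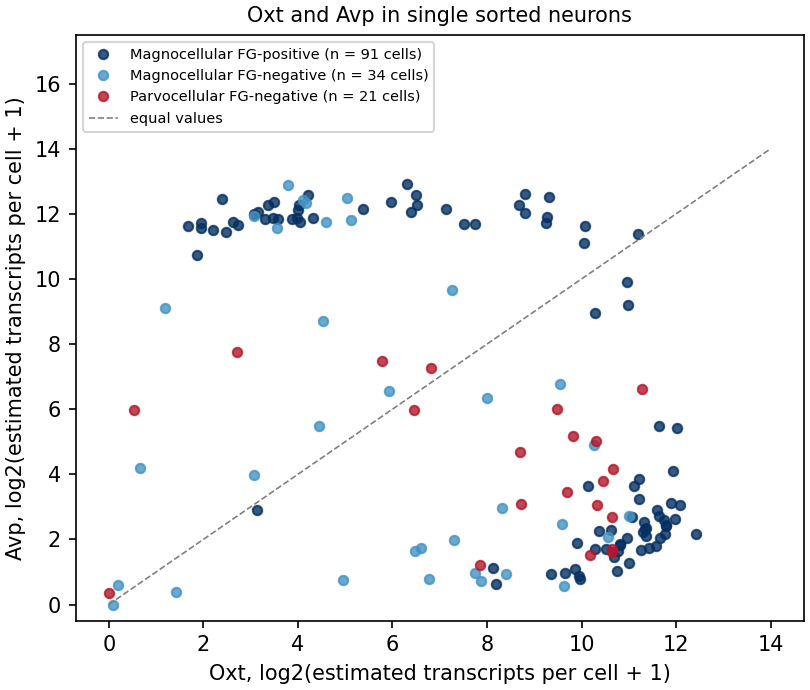
Oxt (x axis) and Avp (y axis) in each of the 146 cells, both as log2(estimated transcripts per cell + 1), coloured by group. The dashed line marks equal values; 41 of 91 FG-positive, 16 of 34 magnocellular FG-negative and 5 of 21 parvocellular cells lie above it.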

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

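All alternatives were chosen beforehand, except scaling each cell to one total, leaving out one cell of each near-identical pair, leaving out cells with few neuron markers and leaving out either small library alone, which were chosen after seeing the data.

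The number of genes called between the subtypes, 12 in the report, ranged from 0 to 311 with one plate left out. It was 16 without a filter, of which 4 were among the 12. It was 51 under quantile normalization, 19 with a pseudocount of 0.1, 2 with log2 values averaged over cells, 33 with weights by cell number, 474 without libraries of fewer than 5 cells, 62 in the 9-library fit and 31 with cells scaled to one total. In the FG-negative gate, 38 in the report, it ranged from 1 to 409 with one plate left out. It was 84 with the plate as a block, 14 under the stricter filter, 80 under quantile normalization, 107 with weights, 1461 without the small libraries, 25 without poor cells and 69 with cells scaled. For FluoroGold within magnocellular cells, 0 in the report, it ranged from 0 to 1 with one plate left out, and was 10 with weights and 15 without the small libraries. Between the sort gates, 1 in the report, it ranged from 2 to 9 with one plate left out. It was 58 with the plate as a block and 0 without a filter, under the stricter filter, with log2 values averaged and without poor cells. The settings with the highest counts for both subtype contrasts left out the parvocellular library of plate 3, which held 2 cells. In the FG-negative gate leaving out that library alone gave 590 calls, and leaving out the magnocellular FG-negative library of plate 1 alone gave 27. For FluoroGold within magnocellular cells either alone gave 0. The stricter filter tested fewer genes by construction. For the other settings the cause was not tested. The plate as a block gave 10 calls between the subtypes and, beyond the calls given with the results, changed no other call of a named gene or list.

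Among 386 values of called named genes under the alternatives, 303 were still past the threshold, 83 were not, and 0 changed sign. Among 769 values of named genes not called, 45 passed the threshold and 31 changed sign. A gene that left the tested set under a filter, or was itself taken out, has no value under that setting. No library of the sort gate contrast held fewer than 5 cells, so that setting says nothing there. Cells could not be thinned to one depth, so how far the lower depth of the magnocellular FG-negative cells limits their detected genes stays open.

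The list tests stayed above 0.05 with one plate left out, where p ran from 0.666 to 0.960 for the autism list, from 0.106 to 0.854 for FMRP targets and from 0.118 to 0.858 for immediate early genes, each with a change of direction. The direction also changed for the autism list under quantile normalization (p = 0.847) and for FMRP targets in the same-gate contrast (p = 0.966). The immediate early list had p = 0.0342 there, on few genes, and did not pass after adjustment over the 3 lists (adjusted p = 0.103). The parvocellular share did not differ between plates 2 and 3 alone (exact p = 0.107).

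The difference in genes above 0 between the subtypes changed sign. It ran from -597.9 to 922 with one plate left out, and was 195.5 with medians over cells, 56.9 without poor cells and 83.6 when genes counted only above 1. The difference in assigned fragments ran from -73727 to 56906 with one plate left out.

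Sign changes of single genes, all of differences not called in the report, follow on the log2 scale. Between the subtypes with one plate left out, Calb2 ran from -0.45 to 0.21, Pdyn from -0.23 to 0.10 and Slc17a6 from -0.17 to 0.73. Oxt was 0.49 under quantile normalization and 0.18 in the 9-library fit, where Calb2 was 0.19 and Pdyn 0.25. Calb2 was 0.32 with log2 values averaged, 0.39 with weights and 0.41 without the small libraries, where Pdyn was 0.058 and Ddx3y 0.023. Slc17a6 was -0.034 with a pseudocount of 0.1, and Pdyn 0.0089 with cells scaled. In the FG-negative gate Slc17a6 ran from -0.18 to 1.09 and Ddx3y from -0.59 to 0.0010 with one plate left out, and Ddx3y was 0.12 without the small libraries. For FluoroGold within magnocellular cells Cck ran from -1.82 to 2.42, Slc17a6 from -0.46 to 0.0068 and Ddx3y from -0.15 to 0.27. Ddx3y was -0.0012 with weights and -0.063 without the small libraries, and Cck -1.16 without cells with few neuron markers. Between the sort gates Cck ran from -1.87 to 2.06, Slc17a6 from -0.11 to 0.22 and Ddx3y from -0.18 to 0.17. With log2 values averaged Slc17a6 was -0.067 and Ddx3y -0.0020. Ddx3y was -0.043 with Oxt and Avp taken out, and Cck -1.24 without cells with few neuron markers. The cause of these changes was not tested.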

Other observations

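Of the tests here, the one on wells of a row that are not adjacent and the one on random removals of cells over all 5 astrocyte markers were chosen before their results were seen, and the others after.

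Chance could not be excluded by splits of the libraries, because 3 plates against 3 give only 10 splits. For the subtypes 1 of 10 splits gave 12 or more calls, the real one. In the FG-negative gate 2 of 10 splits gave 38 or more. The other one called 519 genes and set both libraries of plate 1 with the parvocellular library of plate 2 against the rest, so it followed the plates in part. For FluoroGold within magnocellular cells the real count was 0, so 10 of 10 splits reach it by construction and the splits say nothing there. For the sort gates 4 of 10 splits called at least 1 gene, at most 12. That split set both libraries of plate 1 with the FG-negative library of plate 2 against the rest, and with the plate as a block the real split called 58 genes. Of the 4 splits that part all 3 pairs, only the real one reached its count in the subtype, same-gate and sort gate contrasts, with or without the plate as a block. With the block the 58 genes between the sort gates were reached by 0 of 100 random reassignments of cells to the gates within each plate, the highest giving 17, although 8 of the 58 did not change the same way on every plate. Without the block 4 of 100 reassignments reached the 1 call. The same reassignment between the subtypes reached the 12 calls in 0 of 100 draws, but with the block 2 of 100 draws reached the 10 calls, the highest giving 13. In the FG-negative gate 0 of 100 draws reached 38 calls, or 84 with the block. The reassignment test treats cells as exchangeable, which neighbouring wells were not. Between the subtypes, in all cells or within the FG-negative gate, its counts are no evidence for the labels. Clusters drawn on expression differ more than random groups, whether or not they mark real subtypes.

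Whether the labels themselves produce the subtype calls cannot be told apart from a difference between the cells, since 8 of the 12 called genes were marked for ordering by the authors and the clusters may have been drawn on them. In the FG-negative gate, parvocellular cells had higher mean totals of estimated transcripts than magnocellular cells on plate 1 (33108 against 26272) and plate 2 (32439 against 20783), and lower ones on plate 3 (15762 against 21782). Scaling each cell to one total brought the median log2 difference from 0.16 to 0.023, as such scaling does by construction, so the source of the general shift stays open. The calls are not explained by totals, as 37 of 38 genes were called after scaling.

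Many magnocellular cells had more Avp than Oxt. Avp exceeded Oxt in 41 of 91 FG-positive cells (45.1%) and in 16 of 34 magnocellular FG-negative cells (47.1%), although all had been sorted through an Oxt-driven reporter. The genes are neighbours on opposite strands of chromosome 2. Oxt reads counted as Avp are argued against. Of 40 FG-positive cells at or above their plate's mean Oxt, 36 (90%) had Avp under 10% of the plate mean. Whether Avp reads were counted as Oxt was not tested. Free Avp RNA in the suspension is argued against as the whole source, since 47 of 91 FG-positive cells (51.6%) had Avp that low. A single plate or sort date is argued against, since the lowest plate still had 35.5% of FG-positive cells with more Avp than Oxt, and the other plates 43.3% and 56.7%. By the same 36 of 40 cells, few Oxt-rich cells could be doublets with Avp-rich neurons. Those 40 cells were chosen for high Oxt, so they do not test cells with more Avp and less Oxt. In FG-positive cells with more Avp than Oxt, Oxt ran from 2.17 to 2352, and doublets among them stay open. A mixture of cells that express the reporter and differ in their main peptide is left as a hypothesis, and it was not tested further. The mean Avp of the 91 FG-positive cells was 1889, against a median of 41.9.

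Astrocyte transcripts were higher in magnocellular FG-negative than in FG-positive cells, with a median log2 difference of 1.10 over 5 markers. Only Aldoc and Gja1 reached the level needed for the test, and neither was called. The highest of the 5 markers, Aldoc, averaged 8.69 against 3.46 estimated transcripts per cell, and Slc1a3 1.95 against 0.33. Aldoc was higher still in parvocellular cells, at 15.2 and at 1 or more in 21 of 21 cells, of which 0 had 3 or more astrocyte markers, so it does not mark astrocytes among these cells. In FG-positive cells 1 of the 5 averaged above 1. A candidate explanation is a few cells of other types in that group. Cells with fewer than 3 of 5 neuron markers numbered 7 of 34 magnocellular FG-negative, 1 of 91 FG-positive and 0 of 21 parvocellular cells. Leaving them out lowered the median to 0.36, and a share of 0.0037 of random removals of as many cells from the same libraries lowered it as far (one-sided). Over the 4 markers other than Aldoc the median was 0.72 and fell to 0.27 without these cells (one-sided p = 0.0038). Of these 8 cells, 4 had 3 or more astrocyte markers, against 9 of the other 138 (Fisher exact two-sided p = 0.00224). Microglial markers moved little in the same contrast, with a median of 0.04, while endothelial markers had a median of 0.85 (0.17 without these 8 cells), oligodendrocyte markers 0.41 and ependymal markers 0.06. The neuron list had a median of -0.22 and the oxytocin neuron list -0.63. Plate 1 held 0 of these 8 cells. Even so, its magnocellular FG-negative cells had more Gja1 (1.04 against 0.092), Slc1a3 (0.71 against 0.089), Aqp4 and Aldoc than its FG-positive cells. Slc1a2 was lower there (0.17 against 0.63), and that library held 4 cells. A true difference between FG-negative and FG-positive neurons stays open for what remains.

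Every cell of plate 3 had Mbp, an oligodendrocyte transcript, at 1 or more (51 of 51, 100%), against 45.8% of 48 cells on plate 1 and 46.8% of 47 on plate 2. Its median was 33.0 on plate 3, against 0.93 and 0.77. A few cells sorted together with oligodendrocytes could not produce this, since every cell carried it. Free RNA in the suspension of plate 3 may be the source, as the lowest group on that plate was also at 100% and the medians of its magnocellular groups were 38.8 and 26.0. It cannot be told apart from the sort date or the animals, because plate 3 differed from the others in both.

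In 2 pairs of neighbouring wells the cells were near-identical (r above 0.95), with r = 0.996 on plate 1 and r = 0.972 on plate 2 over log2 values of all genes, against a median of 0.766 over all 10585 pairs of cells. All 4 cells were magnocellular FG-positive. After subtracting group means per plate and breaking up these pairs, adjacent wells of a row still correlated more than random positions (mean r -0.018 against -0.046 over 85 pairs, permutation p = 0.0005), which is consistent with material shared between adjacent wells. Wells of one row that were not adjacent were also slightly more alike (mean r -0.0346 against -0.0425, p = 0.0163, and p = 0.0575 with all cells), so index misreading or a trend along the rows cannot be told apart. Leaving out one cell of each pair left 12 calls between the subtypes. No biological explanation was tested.

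Yam1 and Gm42418, which overlap on opposite strands of chromosome 17 (39847113 to 39848035 and 39846958 to 39848788), together made up 4.84% of the cell total on average and ranked 2 and 8 by mean value. Reads between them could not be separated here, so neither value is interpreted. Both genes stayed in the cell totals and among the genes tested.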
